A study of Homo sapiens with 6 samples.

How the data were processed

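MicroRNAs (miRNAs) were measured in HEK-293FT cells, a fast-growing human embryonic kidney line carrying the SV40 large T antigen. The cells had received either small interfering RNAs against TruB1 or a control treatment that the labels do not describe further. TruB1 is a pseudouridine synthase that acts on transfer RNA. There were 3 control and 3 knockdown samples, grouped by their titles, which also carry a series number from 1 to 3. That number was used as the replicate number. What the number stands for (a day, a passage or a batch) is not stated.

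Per the labels, total RNA was reverse transcribed with the Megaplex Pool A primers for human miRNAs, and the product was run on TaqMan array cards for 40 cycles. Each card gives 1 well per miRNA assay and 4 wells for U6 small nuclear RNA, the reference. The deposited raw values are threshold cycles (Ct), the cycle at which fluorescence crosses a set level, so a lower Ct means more template and 1 cycle is a 2-fold difference at full amplification efficiency. Wells without a crossing are recorded as undetermined. The threshold and baseline settings behind the Ct values are not stated. The deposited normalized value of each assay is a ratio to U6. Its arithmetic was recovered from the raw values as 2 to the power of the mean Ct of the determined U6 wells of that sample minus the Ct of the assay, with a largest difference of 6.8e-06 on the log2 scale. The authors' deposited fold changes are the knockdown ratio over the control ratio within a series number, per the file headers, and were recovered to within 1e-05 on the log2 scale. No amplification curve or efficiency was used here.

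The scale of every normalized value rests on U6. A sample's U6 mean moves all of its assays together, and it came from 2 to 4 determined wells. Each miRNA has a single well per sample, so the error of that well cannot be separated from the difference between samples. There are no counts behind a Ct, and the depth of the measurement is given as the number of assays with a Ct under 35.

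The log2 of the deposited ratio was analysed. Undetermined wells were treated as missing. An assay was tested when its raw Ct was under 35 in at least 3 of the 6 samples and a value was determined in at least 2 samples of each group. U6 and a plant control assay were left out of the tests. Knockdown was compared with control in limma 3.58.1 (lmFit and eBayes, two-sided, R 4.3.3) with group as the only term, and p-values were adjusted by the Benjamini-Hochberg method over all assays tested. Group means of U6, of the commonly detected assays and of the let-7 family were compared with exact two-sided permutation tests, which with 3 against 3 samples cannot give a p under 0.1. The let-7 sample mean was taken over the 4 members determined in every sample, a choice made after the undetermined wells had been seen.

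Competitive two-sided set tests compared the let-7 family, and as a comparison set the guide strands of the miR-17 cluster, with all other tested assays. These used limma's cameraPR on the moderated statistics with a preset inter-gene correlation of 0.01. The planned camera function could not be run on values with missing wells. It was therefore used, with an estimated correlation, only on assays determined in all 6 samples. So was fry, which tests the members of a set alone and not against the other assays. The let-7 list was fixed because the study of TruB1 is known to address let-7 maturation. Comparisons, lists, filters and most alternatives were chosen before the data were examined. The rule for naming assays took every tested member of both lists, U6, and the assays with the largest changes past an adjusted p of 0.05. If no assay passed, it took up to 3 in each direction among assays whose 3 knockdown values all lay on one side of the 3 control values. That condition needs a determined value in all 6 samples, so assays with undetermined wells were not considered for it. No assay met either condition, so only list members are named by the rule.

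Whether the series numbers pair the samples was checked from the deviations of the samples from their group means over 161 assays determined in all 6 samples. Control and knockdown samples with the same number correlated at r = 0.416, 0.527 and 0.625 for series 1, 2 and 3, against values from -0.536 to 0.249 for different numbers. These correlations are across assays, which are not independent replicates. All 3 were above 0.1, so the numbers were taken to pair the samples. The file headers of the authors' fold changes also set knockdown over control within a series number. The planned main fit nevertheless had no block. A fit with the series number as a replicate block is given beside a result where it changes the call.

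The test was run on simulated data: 20 simulations of 195 assays, 40 of them changed and a further set of 7 lowered by the same size. Recovery was counted over the 40. The spread of each assay was that left in the real samples by the block, with the real shift of each sample added to all assays. Differences of single assays between series were not simulated, so the spread met without the block was not fully reproduced. Without the block, at most 0.625% of the changed assays were recovered, even at a log2 change of 3. With it, 68.3% were recovered at a log2 change of 2, 92.3% at 3 and 1.05% at 1. False calls with the block averaged 2.5 and 3.25 per simulation at log2 changes of 2 and 3. The set test of 7 assays was below 0.05 in 90% of simulations without the block at a log2 change of 1. The simulated errors were independent between assays, so this share does not hold for sets whose members move together, as both sets did in the real samples without the block.

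Alternatives covered the reference (mean Ct of commonly detected assays, quantile normalization, raw Ct, median of the U6 wells), the detection filter, undetermined wells set to Ct 40, the block, the set test and leaving out each sample in turn. Positions of miRNA genes came from a RefSeq gene table of assembly GRCh38.p14, used only to find neighbouring genes. Of the 195 tested assays, 165 matched 1 miRNA gene, 24 matched several and 6 matched none. No coordinates are printed, because the deposited tables name no genome build. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.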

Results

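Expression of miRNAs was profiled by quantitative PCR cards in HEK-293FT cells treated with siRNA against TruB1 (3 samples) and in control cells (3 samples). The only comparison the labels imply is knockdown against control, and the study is known to ask whether TruB1 affects maturation of the let-7 family. The level of TruB1 itself was not analysed here, so the strength of the knockdown in each sample is unknown.

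Each card held 377 human miRNA assays, 1 plant control and 4 U6 wells. The plant control was undetermined in all 6 samples. A Ct under 35 was obtained for 207, 203 and 209 miRNA assays in control samples 1, 2 and 3, and for 226, 193 and 188 in knockdown samples 1, 2 and 3. The mean number detected was 206.3 ± 3.06 (SD, n = 3) in control and 202.3 ± 20.6 (SD, n = 3) in knockdown, a difference of -4 assays, smaller than the SD of the knockdown samples and larger than that of the control samples. At a stricter limit of Ct under 32 the difference was larger, -17.3 assays (185.7 ± 7.64 in control and 168.3 ± 22.7 in knockdown, SD, n = 3), which is above the SD of the control samples and below that of the knockdown samples. At Ct under 35, without knockdown sample 1 the difference was -15.8, and without knockdown sample 3 it was 3.17. In all 6 samples, 157 assays were under Ct 35 and 101 were undetermined. No assay was under 35 in all 3 samples of a group and undetermined in all 3 of the other.

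The reference was examined before the normalized values. Mean U6 Ct was 14.7, 14.0 and 12.2 cycles in control samples 1, 2 and 3 and 14.9, 15.4 and 13.2 in knockdown samples 1, 2 and 3. The group means were 13.6 ± 1.33 (SD, n = 3) and 14.5 ± 1.14 (SD, n = 3), and the difference of 0.905 cycles was smaller than either SD (exact permutation test, two-sided, p = 0.5; smallest possible p = 0.1). Leaving out control sample 3 reduced it to 0.172 cycles. Within a card the determined U6 wells spanned up to 2.77 cycles, in control sample 1. Of the 4 wells, 2 were determined in control sample 3, and 3 in each of knockdown samples 2 and 3. The mean raw Ct of the 157 commonly detected miRNA assays was 26.1 ± 0.398 (SD, n = 3) in control and 27.2 ± 0.858 (SD, n = 3) in knockdown. For this difference of 1.04 cycles the exact permutation test gave p = 0.2 (two-sided; smallest possible p = 0.1). Within series 1, 2 and 3 it was 0.314, 1.12 and 1.69 cycles, and the corresponding U6 differences were 0.142, 1.48 and 1.10 cycles.

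**Figure D1:**
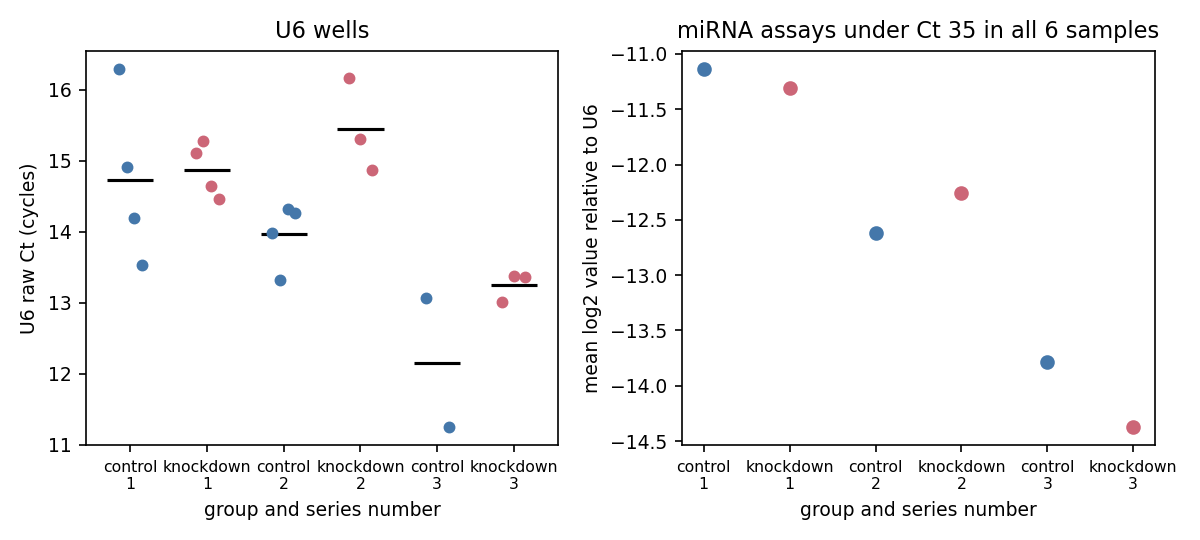
Left, raw Ct in cycles of each determined U6 well (points) with the sample mean (horizontal lines), for control (blue) and knockdown (red) samples in order of series number. Right, mean log2 value relative to U6 of the 157 miRNA assays under Ct 35 in all 6 samples, 1 point per sample, on an axis that does not start at 0; the samples of series 3 lie lowest, at -13.78 and -14.38, and those of series 1 highest, at -11.13 and -11.30.

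Relative to U6, 195 assays were tested. None passed an adjusted p of 0.05 in limma, in either direction, and none had an unadjusted p under 0.05, where 9.75 would be expected by chance. The smallest adjusted p was 0.999. With the series number as a replicate block, 189 assays could be tested and again 0 passed the adjusted threshold (smallest adjusted p = 0.243), while 10 had an unadjusted p under 0.05, 5 higher and 5 lower, against 9.45 expected by chance. All 10 changed by at least 2-fold, so that this unadjusted criterion with a 2-fold limit gave 0 assays without the block and 10 with it. The 2-fold limit removed none of the 10 and is not separate evidence. Over the 195 assays the median log2 fold change was -0.10, with quartiles of -0.39 and 0.19 and a range from -1.72 to 2.87. There were 116 assays with a lower mean in knockdown and 79 with a higher one. The median moved most without any reference, to -1.0 for raw Ct, and among fits that left out a sample it ran from -0.81 without knockdown sample 1 to 0.76 without knockdown sample 3. Of 161 assays determined in all 6 samples, 0 had knockdown and control values that did not overlap, where chance gives 10%. Within the series numbers, 31 of these assays were lower in knockdown in all 3 pairs and 7 were higher, together 23.6% against 25% by chance for independent signs.

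The fold changes in the authors' deposited table show the same change of level between series numbers. In that table the median over assays was 0.886 in series 1 (200 assays), 1.23 in series 2 (178 assays) and 0.714 in series 3 (188 assays). The share of assays with a fold change below 1 in the authors' deposited table was 56%, 36.0% and 76.6% respectively.

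Members of the let-7 family differ from each other by few bases. Relative to let-7a (UGAGGUAGUAGGUUGUAUAGUU, positions counted from 1 at the 5′ end), let-7c carries A19G, let-7e U9G and let-7f G12A, while let-7b carries A17G and A19G, let-7d U1A and U16C, and let-7g G12U and U18C. These 7 assays were tested. The related miR-98 was not, being under Ct 35 in 3 control samples but only 1 knockdown sample and undetermined in the other two. The tested members other than let-7e and let-7g were detected late, at a mean Ct between 29.3 for let-7b and 31.2 for let-7f, so their Ct values lie nearer to the detection limit than those of let-7e (26.0) and let-7g (26.7).

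Averaged over let-7a, let-7b, let-7c and let-7f, the members determined in every sample, the mean log2 value relative to U6 was -16.08 ± 2.32 (SD, n = 3) in control and -16.85 ± 2.11 (SD, n = 3) in knockdown. The difference of -0.77 was smaller than the SD of either group (exact permutation test, two-sided, p = 0.5; smallest possible p = 0.1). With these same 4 members it changed sign when knockdown sample 3 was left out (0.44), and was -0.11 without control sample 2, -0.09 without control sample 1 and -2.11 without control sample 3. Within series 1, 2 and 3 the difference was -0.999, -0.80 and -0.52, lower in knockdown in 3 of 3 pairs, which an exact sign-flip test cannot place below p = 0.25. Relative to the median of all tested assays in the same series, the 4-member mean was -0.79, -1.11 and -0.02.

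Without the block, the log2 fold change by assay was -1.44 for let-7a (SE 1.502), -0.94 for let-7b (SE 1.48) and -0.42 for let-7c (SE 1.48). It was -1.29 for let-7d (SE 1.65), -0.29 for let-7f (SE 1.46) and -1.21 for let-7g (SE 1.64). For let-7e it was 2.10 (SE 1.67). That value rested on knockdown sample 2, where the Ct of let-7e was 22.8 against 25.5 to 27.6 in the other determined samples. Its well in control sample 2 was undetermined. Without knockdown sample 2 the change of let-7e was 0.26. The 6 lower members stayed lower with the mean Ct of commonly detected assays as reference and with raw Ct. With undetermined wells set to Ct 40, let-7g rose by 3.49, and without knockdown sample 3 none of the 6 members then tested was lower. Adjusted over the list alone, 0 of the 7 assays passed 0.05, and 0 had an unadjusted p under 0.05. With the replicate block, 2 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone (smallest adjusted p = 0.0661). The fold changes of let-7a in the authors' deposited table were 0.393, 0.477 and 0.265 in series 1, 2 and 3, those of let-7c 0.801, 0.778 and 0.676, and those of let-7f 0.792, 0.479 and 1.43.

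As a set, the 7 members were lower than the other tested assays with a p-value of 0.0633 in limma's cameraPR (adjusted p = 0.127 over 2 sets), which is above 0.05. With the replicate block the value was 0.00302 (adjusted p = 0.00605), with 6 of 7 members lower. In the blocked fit, let-7d, let-7e and let-7g, which have undetermined wells, changed by -1.09, 0.26 and -1.99. On the 4 complete members, the blocked cameraPR value was 0.0109 with the preset correlation. The blocked call did not hold in camera with an estimated correlation (0.102) on these members. Fry with the block gave 0.0161 on these members, but it tests them alone and not against the other assays. Without the block, fry gave 0.691 and the estimated correlation 0.249. The inter-gene correlation so estimated was 0.95 for let-7 without the block and -0.313 with it, against the preset 0.01. The unblocked cameraPR values therefore take members that moved together as nearly independent. With the block the estimate lay below the preset, so the value of 0.102 is no sign of members moving together. Why it was higher was not tested. The series were uneven: the median let-7 change lay -0.98 from the median of all tested assays in series 1 (7 members), -1.19 in series 2 (4 members) and 0.37 in series 3 (7 members). Leaving out control sample 3 gave the smallest unblocked p-value, 1.38e-06 with 5 members, and without knockdown sample 1 or 3 the direction of the set was reversed (0.927 and 0.967).

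**Figure D2:**
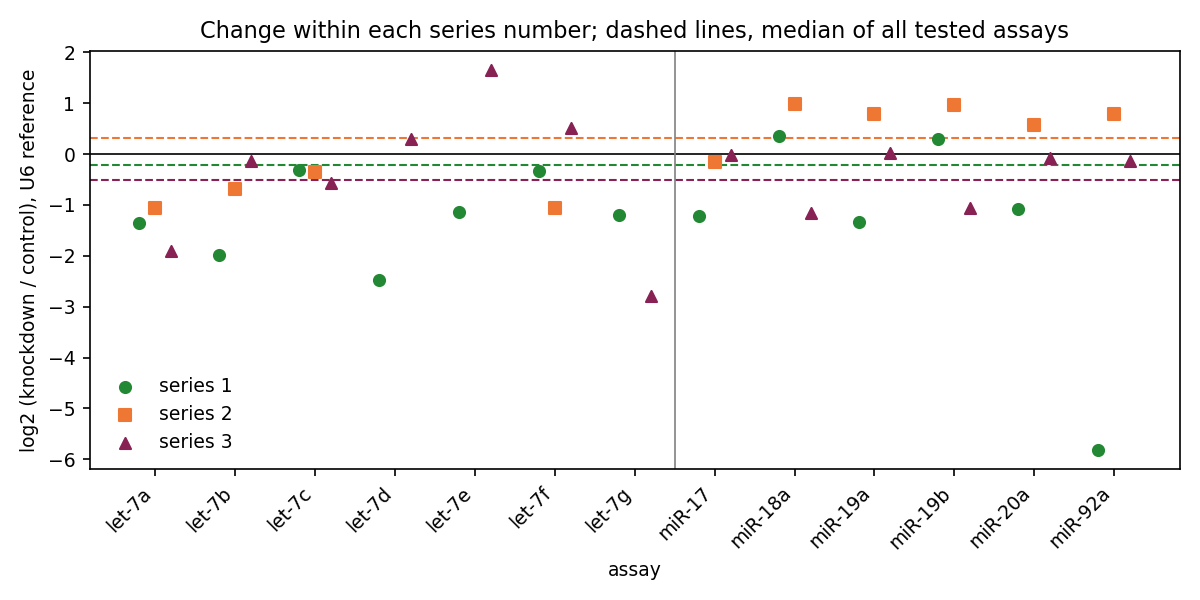
Log2 ratio of knockdown to control, relative to U6, within series 1 (circles), 2 (squares) and 3 (triangles) for the let-7 assays (left of the vertical line) and the miR-17 cluster assays (right), with the median of all tested assays in each series as a dashed line. Values for let-7a lie between -1.91 and -1.07, whereas let-7e is at -1.14 in series 1 and 1.66 in series 3, and miR-92a is at -5.82 in series 1 alone.

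The comparison set, 6 guide strands of the miR-17 cluster, did not pass 0.05 against the other assays (cameraPR p-value 0.166 without the block and 0.585 with it; adjusted p = 0.166 and 0.585). Without the block, log2 fold changes were -0.46 for miR-17 (SE 1.46), 0.07 for miR-18a (SE 1.47) and -0.18 for miR-19a (SE 1.47). They were 0.07 for miR-19b (SE 1.47), -0.20 for miR-20a (SE 1.48) and -1.72 for miR-92a (SE 1.48). When adjusted over the list alone, 0 of 6 passed 0.05, and 0 had an unadjusted p under 0.05. The direction of 4 of these depended on the scaling: miR-19a and miR-20a were higher, by 0.28 and 0.16, after quantile normalization, and miR-18a and miR-19b were lower, at -0.84 each, by raw Ct, where the median of all assays was -1.0. The value of miR-92a rested on knockdown sample 1, where its Ct was 28.04 against 22.1 to 23.8 in the other samples, and was -0.36 without that sample. Leaving out knockdown sample 2 brought the set test to 0.0257, and leaving out knockdown sample 1 reversed it (0.866). The estimated inter-gene correlation of this set was 0.700 without the block and 0.437 with it.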

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

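Both tests of miR-890 were chosen after its value had been seen. This assay takes part in no comparison because it was determined in a single sample, control sample 3, at a Ct of 3.73. That is 12.2 cycles before the next earliest miRNA well on any card (15.9) and earlier than every U6 well (lowest 11.2). Taken as a normalized value it would be 344 times U6. The other control samples gave no Ct for it. Another template picked up by this assay stays open: it would have to be present in control sample 3 alone, and the 5 undetermined samples, by which the assay stood out, cannot decide that. A candidate explanation is a threshold crossing in the baseline of that well, not amplification. The miRNAs miR-888 and miR-891a, encoded next to miR-890, were at Ct 32.7 and 34.2 in the same sample, on average -0.939 cycles from their mean in the other samples, so the neighbouring genes showed no comparable rise. Both neighbours are close to the detection limit and no amplification curve was used here. No biological explanation was tested, because the design sets no condition apart for this sample.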

How the results depend on the processing

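The count of assays past an adjusted p of 0.05 was 0 under each of the 19 alternatives that give one, including the 6 fits that each left out a sample. The criterion of an unadjusted p under 0.05 with at least a 2-fold change gave 0 without the block and 10 with it. All 10 assays under 0.05 in the blocked fit changed by at least 2-fold (9.45 assays under 0.05 are expected by chance). With blocked SEs of 0.41 or more, a p under 0.05 already needs a change near 2-fold, so the 2-fold limit is not separate evidence. The number at an unadjusted p under 0.05 ran from 0 to 13, the eBayes variants not counted (chance gives 7.85 to 10.25), with 3 for the mean Ct of commonly detected assays as reference, 10 for the replicate block and 13 for both together. Without the block these counts say little about stability, since almost no simulated change was recovered that way.

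The let-7 set test (0.0633) was the result that depended most on the setting. It fell below 0.05 in 5 of the 13 alternatives that kept all samples and had no block: 0.0371 with the mean of commonly detected assays as reference, 0.0205 with quantile normalization, 0.00438 with assays under Ct 35 in all 6 samples, 0.0167 by ranks and 0.0251 for complete members only. Quantile normalization, the Ct filter and complete members also change which members are tested, from 7 to 4. It was 0.255 with undetermined wells at Ct 40, over 8 members including miR-98. With the replicate block it was 0.00302, or 0.00547 with the commonly detected assays as reference, and 0.0109 for complete members. Also with the block, it was 0.102 in camera with an estimated correlation, above 0.05, although that estimate (-0.313) lay below the preset. By fry, which tests the members alone, it was 0.0161. Leaving out series 1, 2 or 3 from the blocked fit gave 0.0365, 0.0493 and 0.00455. The block changed no other call at an adjusted p or in a set test. Leaving out single samples gave values from 1.38e-06 (without control sample 3) to 0.967 (without knockdown sample 3, direction reversed), with reversal also without knockdown sample 1. The smallest of these unblocked values rest on the preset correlation of 0.01, where 0.95 was estimated. The cause was not tested.

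The let-7 mean change ran from -2.11 to 0.44 across the 6 fits that each left out a sample, reversed without knockdown sample 3. Without control sample 2 it was 0.07 over the 6 members then complete and -0.11 over the same 4 members, so that reversal came from the added members. These fits had no block, so each broke a pair. The 4-member mean was -18.76 and -19.28 in the samples of series 3, against -15.72 to -14.72 in series 1 and 2. Within series 1, 2 and 3 the change was -0.999, -0.80 and -0.52 (SD 0.238), so leaving out a whole series would not reverse its direction. Under the other alternatives the let-7 mean change ran from -1.68 (raw Ct) to -0.38 (undetermined wells at 40). The value of -0.38 is over 8 members, miR-98 among them, and not over the same 4, so its direction may rest on the added members. The set test of the miR-17 cluster ran from 0.0257 to 0.866 when a sample was left out, reversed at the upper end. The cause was not tested.

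Of 72 values of single named assays with a sample left out, 23 reversed, in 10 of the 13 assays. Of these 10, let-7a, let-7b, let-7c and miR-17 were lower in 3 of 3 pairs and let-7g in 2 of 2. The others, let-7f, miR-18a, miR-19a, miR-19b and miR-20a, differed in direction between pairs. All fits that left out a sample had no block and broke a pair, so a reversal there need not be one within pairs. Across those fits the log2 fold change ran from -3.13 to 0.48 for let-7a, -2.36 to 0.077 for let-7b, -1.67 to 0.91 for let-7c, -1.30 to 0.30 for let-7f and -1.99 to 0.0038 for let-7g. It ran from -1.26 to 0.22 for miR-17, -0.98 to 1.39 for miR-18a, -1.21 to 0.90 for miR-19a, -0.75 to 1.07 for miR-19b and -1.45 to 1.00 for miR-20a. The assays that kept their direction moved widely as well, from -2.61 to -0.16 for let-7d, 0.26 to 3.48 for let-7e and -3.11 to -0.36 for miR-92a. Of 137 values under other alternatives, 5 reversed: 0.28 for miR-19a and 0.16 for miR-20a with quantile normalization, -0.84 for miR-18a and -0.84 for miR-19b with raw Ct, and 3.49 for let-7g with undetermined wells at Ct 40. Raw Ct carries the shift of all assays (-1.0), and setting wells to 40 gives let-7g a low value in control sample 2, so both follow from how those settings are built.

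The U6 and commonly detected Ct differences kept their direction, in tests that cannot pass 0.05. The difference in assays detected, -4 at Ct under 35, was -17.3 at Ct under 32, a move smaller than the knockdown SD at Ct under 35 (20.6) and larger than the control SD (3.06). Planned references RNU44, RNU48 and their mean were not run, since those assays are in none of the tables used. The planned U6 reference equals the deposited values, and removing the detection filter removed and added no assay. Leaving out miR-98 changes nothing in the main setting, where it was not tested. With undetermined wells at Ct 40 it was among the 8 let-7 members tested, and that setting was not run without it. The median of the U6 wells, the block with another reference or with the 2-fold criterion, the blocked set test variants, the complete members, the fits with the same 4 members and the centred let-7 mean (-0.56) were chosen after seeing the data. With a single well per assay and sample, well error limits every single-assay value.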

Other observations

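Tests of the other splits of the samples without the block, of offsets against the blocked fit, of the U6 reference, of both let-7 cross-detection questions, of the raw Ct difference, of undetermined wells at wider limits and of miR-92a were chosen after the result was seen.

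With 0 assays past the adjusted threshold, all 10 splits of the 6 samples into 3 and 3 gave as many. Of the 9 other splits, 3 gave at least 1 such assay, and one gave 72 (111 at an unadjusted p under 0.05), against 0 and 0 for knockdown and control. That split sets control 1 and knockdown 1 and 2 apart from the rest, which are the 3 samples with the highest mean log2 value relative to U6 (-11.13, -11.30 and -12.26, against -12.62 to -14.38), an order noticed only afterwards. A hypothesis is that sample-wide offsets left by the U6 reference hide single-assay changes. The median SD within groups was 1.53 relative to U6 and 0.703 relative to the mean of commonly detected assays. Taking out a mean lowers an SD by construction, and the number of assays at an unadjusted p under 0.05 rose only from 0 to 3, under the 9.75 of chance. The replicate block takes out offsets shared by a pair, and with it 0 assays passed the adjusted threshold and 10 had an unadjusted p under 0.05 (9.45 by chance). With 40 of 195 simulated assays changed and a set of 7 shifted as well, that fit recovered 68.3% of the 40 at a log2 change of 2. At 3 it recovered 92.3%, so offsets hiding many changes of that size are argued against. Changes near 1 log2 unit, of which it recovered 1.05%, stay undecided.

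For let-7, 4 of the 10 splits gave an unblocked set test p-value as small as knockdown against control. Where all 3 pairs were parted, 2 of the 4 splits gave a blocked value as small; the other exchanges the labels of series 3 and gave 0.00177, smaller than the real 0.00302. The blocked call therefore does not rest on the labels of series 3, and 4 splits cannot give a share under 0.05. A trend of the change with abundance is argued against, with a limit. The median blocked change of the 7 members (-0.94) lay at the 0.0300 percentile of 10000 lists matched on mean Ct, whose median was -0.07. The lists were not matched on the series determined, and let-7d, let-7e and let-7g have no series 2 pair. The median of all tested assays was -0.21 and -0.51 in series 1 and 3 but 0.32 in series 2. That percentile may therefore be too low. For let-7g, borrowed signal from the other members that fell in the blocked fit is argued against too. It crossed the threshold at least 2.07 cycles before each of them in the 2 control samples where it was determined. Borrowed signal from let-7e stays open in series 1, where let-7e was as early in the control sample (25.5 against 25.8) and fell as much (-1.14 against -1.19). In series 3 let-7e changed by 1.66 and let-7g by -2.79. Also open is cross-detection among let-7a, let-7c and let-7f, whose changes within a series differed by up to 2.43 log2 units. Of these, let-7c and let-7f are each a single base from let-7a. So is let-7e, at -1.14 in series 1 against -1.35 for let-7a, and at 1.66 against -1.91 in series 3. A contribution of a single series stays open too, as the blocked value without series 2 was 0.0493. The U6 reference also stays open. With the commonly detected assays as reference the blocked set test gave 0.00547, but a set test against other assays takes no account of a shift common to all of them, and the 4-member fall in series 3 (-0.52) was -0.02 relative to the card. An effect of TruB1 on let-7 may underlie the fall in series 1 and 2, and remains a hypothesis untested against these.

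Raw Ct was later in knockdown by 1.04 cycles over the commonly detected assays and by 0.905 cycles for U6. A smaller amount of amplifiable RNA or cDNA may account for both, since it would delay U6 and miRNAs alike. Both differences were positive in 3 of 3 pairs, in a design whose exact tests cannot pass 0.05. A true fall of all miRNAs together with U6 would give the same values, so these cannot be told apart.

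Of 24 U6 wells, 4 were undetermined (16.7%, 95% Wilson interval 6.68 to 35.9%), although U6 is the earliest target apart from the single miR-890 well. Among the 47 miRNA assays with a mean Ct under 25 and at least 2 determined wells, 0 of 282 wells were undetermined (upper Wilson limit 1.34%; Fisher's exact test, p = 2.97e-05, treating wells as independent). That 0 depends on the limits. With a mean Ct under 28, 6 of 594 wells were undetermined (Fisher's exact test, p = 0.000316), among them let-7e (22.8 to 27.6 elsewhere) and let-7g (24.9 to 28.8 elsewhere), both lost in control sample 2 alone. With assays determined in a single well kept, such as miR-890, it was 10 of 294 under Ct 25 and 21 of 612 under Ct 28 (Fisher's exact test, p = 0.0151 and 0.0116). Single early wells were thus lost for miRNAs too, but less often than for U6 at each limit, so failure at the same rate whatever the template is argued against. A baseline window set too late for such an early target could give this, and samples with earlier U6 would then lose more wells. Spearman's rho between mean U6 Ct and undetermined wells over the 6 samples was -0.463 (exact permutation p = 0.367), too few samples to decide. No biological explanation was tested.

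In series 1 the Ct of miR-92a was 5.96 cycles later in knockdown, while the other 5 members of the miR-17 cluster shifted by a median of 1.23 cycles (from -0.219 to 1.48). A failed or late well is a candidate explanation. A change of miR-92a alone in that sample was not excluded, though it did not recur in series 2 or 3, where the log2 changes were 0.79 and -0.13.

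Neighbouring miRNA genes often share a transcript, so a real change in transcription should be shared by neighbours. Among 86 pairs of assays within 10 kb, the blocked log2 changes differed by 0.582 on average, against 0.546 for permuted pairs (permutation p = 0.732). For 14 pairs that are arms of one hairpin the difference was 0.388 (permutation p = 0.0682). The mean Ct of the 86 pairs was more alike than chance, 3.04 against 4.36 cycles (permutation p = 0.00045), so these pairs do carry shared information on abundance. Noise between wells may dominate the measured changes, and changes after transcription that neighbours do not share remain open.

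Outside both lists, miR-576-3p had the smallest blocked p of all assays (log2 fold change 2.52, higher in 3 of 3 pairs, limma adjusted p = 0.243), and was chosen after its values were seen. Its Ct ran from 28.8 to 36.4, so part of its range lies past the detection limit. It did not pass the threshold.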
